# Fathead minnow steroidogenesis: *in silico *analyses reveals tradeoffs between nominal target efficacy and robustness to cross-talk

**DOI:** 10.1186/1752-0509-4-89

**Published:** 2010-06-28

**Authors:** Jason E Shoemaker, Kalyan Gayen, Natàlia Garcia-Reyero, Edward J Perkins, Daniel L Villeneuve, Li Liu, Francis J Doyle

## Abstract

**Background:**

Interpreting proteomic and genomic data is a major challenge in predictive ecotoxicology that can be addressed by a systems biology approach. Mathematical modeling provides an organizational platform to consolidate protein dynamics with possible genomic regulation. Here, a model of ovarian steroidogenesis in the fathead minnow, *Pimephales promelas*, (FHM) is developed to evaluate possible transcriptional regulation of steroid production observed in microarray studies.

**Results:**

The model was developed from literature sources, integrating key signaling components (G-protein and PKA activation) with their ensuing effect on steroid production. The model properly predicted trajectory behavior of estradiol and testosterone when fish were exposed to fadrozole, a specific aromatase inhibitor, but failed to predict the steroid hormone behavior occurring one week post-exposure as well as the increase in steroid levels when the stressor was removed. In vivo microarray data implicated three modes of regulation which may account for over-production of steroids during a depuration phase (when the stressor is removed): P450 enzyme up-regulation, inhibin down-regulation, and luteinizing hormone receptor up-regulation. Simulation studies and sensitivity analysis were used to evaluate each case as possible source of compensation to endocrine stress.

**Conclusions:**

Simulation studies of the testosterone and estradiol response to regulation observed in microarray data supported the hypothesis that the FHM steroidogenesis network compensated for endocrine stress by modulating the sensitivity of the ovarian network to global cues coming from the hypothalamus and pituitary. Model predictions of luteinizing hormone receptor regulation were consistent with depuration and in vitro data. These results challenge the traditional approach to network elucidation in systems biology. Generally, the most sensitive interactions in a network are targeted for further elucidation but microarray evidence shows that homeostatic regulation of the steroidogenic network is likely maintained by a mildly sensitive interaction. We hypothesize that effective network elucidation must consider both the sensitivity of the target as well as the target's robustness to biological noise (in this case, to cross-talk) when identifying possible points of regulation.

## Background

Recently, the field of toxicology has begun to shift from an observational study of disease-specific models in vivo to a more predictive science focusing on mechanism-based, biological observations in vitro using high throughput technologies [1]. This transition was prompted by the increasingly large number of substances needing to be tested, the need to better relate to human and animal data, and the overall expense of disease-specific studies [1-3]. A specific challenge in toxicology is the ability to identify or predict compensatory responses that occur in response to trace levels of poison exposure [4]. These challenges are best addressed using systems approaches which focus on organizing and exploring the complex networks affected during toxin exposure and response. High-throughput technologies such as microarrays can observe the global response of the genome under various conditions, but several challenges remain in addressing causality and data consolidation [5]. Proteomic and genomic behaviors can differ between in vitro and in vivo data sets as inter-organ regulation is removed. Mathematical models provide organizational platforms to generate hypotheses that allow for consistency while interpreting these heterogeneous data sets.

Aspects of biological networks, such as robustness, can be exploited to guide network elucidation [6,7] and reveal pathways critical to the body's response to toxin exposure. Robustness, the ability of a biological network to maintain performance under variable environmental conditions, is an emergent system property often employed to guide model development/reduction [8]. Robustness can be observed at many levels of complexity. Considering viability as a performance measure, mutation studies in yeast [9], flies [10], and mice [11] find that these organisms are robust to single gene deletions in 80-90% of the genome. Robustness properties have been explored in several systems, such as circadian gene regulatory networks [12], chemotaxis [13], and apoptosis [14,15]. For systems described by ordinary differential equations, sensitivity analysis can identify interactions or species (i.e., genes or proteins) which most strongly dictate the behavior of the network output [16], ultimately guiding the next iteration of experimentation and model development.

Sensitivity is the network response to infinitesimal disturbances in either a parameter value or initial condition. It is a dynamic measure (evaluated over time) which can identify optimal experimental conditions and guide model reduction [17]. Bentele *et al. *applied sensitivity analysis to reduce system complexity in a CD95 induced apoptosis model [14]. Applied to circadian rhythm models, sensitivity analysis shows that circadian systems are often more fragile to perturbations in global parameters (transcriptional and translational machinery) than local parameters, a characteristic which appears to be the result of network topology as opposed to parameter tuning [12,18]. Sensitivity analysis is often embedded in design of experiment schemes to identify network interactions which best manipulate the observable outputs [19].

In this work, a model of ovarian steroidogenesis in the fathead minnow (*Pimephales promelas*, FHM) is developed to consolidate mRNA and protein data. Steroidogenesis, the production of hormones from cholesterol, is essential to a wide range of physiological and pathological processes [20]. Hormones are powerful physiological regulators, allowing organs to induce changes in distant tissues within the organism. Testosterone (T) and estrogens, such as estrone (E_1_) and estradiol (E_2_), serve as growth hormones for reproductive tissues whose regulation is essential to reproduction as well as several other physiological factors such as bone structure [21] and arterial blood flow [22]. On the pathological side, endocrine inhibiting therapies such as fadrozole (FAD), a specific aromatase inhibitor, are commonly used to slow the progression of estrogen-dependent breast cancers [23]. These hormones are primarily produced in the gonads through a series of enzyme-mediated reactions [24]. Cholesterol availability is regulated by gonadotropin-releasing hormone (GnRH) and luteinizing hormone (LH), which are released from hypothalamic and pituitary tissues, respectively and activate a series of signaling events, ultimately resulting in the production of StAR protein [25,26]. StAR protein facilitates the translocation of cholesterol in the theca cells of the ovary from the outer to the inner mitochondrial membrane, the first step in steroidogenesis (See Figure 1) [27].

**Figure 1:**
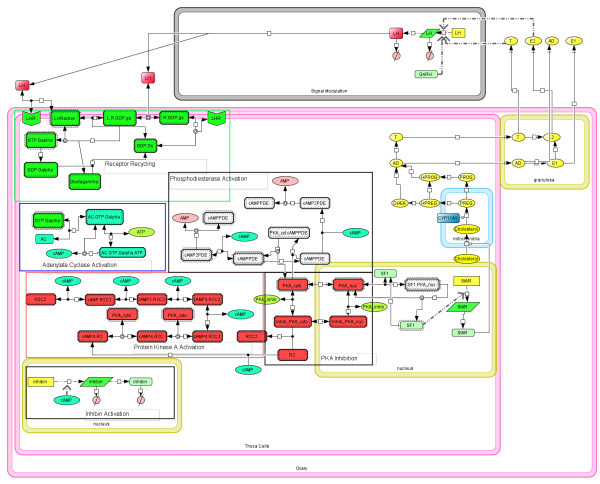
**Model of sex steroid production in ovaries**. Cholesterol transport within ovarian cells is modulated by the feedback of E_2 _and T on LH production in the brain and pituitary. These effects are summarized by the Signal Modulation compartment of the model. When LH binds its receptor, it activates G protein recycling and the activation of adenylate cyclase. This produces the necessary cAMP for PKA and phosphodiesterase activation. The signaling cascade ends at the activation of StAR which allows for the translocation of cholesterol into the mitochondria. Once in the mitochondria, cholesterol goes through a series of enzyme-mediated reactions to produce sex steroids.

Hormone regulation is highly sensitive to endocrine-disrupting compounds (EDCs) released into the environment [4]. EDCs are an environmental health concern as they are potentially hazardous at trace concentrations. The industrial chemical bisphenol A (BPA), used to manufacture polycarbonate plastics, may leach from disposable plastic bottles. Leached BPA can act as an estrogen receptor modulator linked to a variety of issues during early development [28]. Ketoconazole, found in antifungal ointments, and ethinyl estradiol, the active ingredient in most oral birth control pills, both inhibit different aspects of the enzyme machinery essential to the conversion of cholesterol to steroids [29,30]. Since they also affect systems involved in development, exposure effects may not be immediately apparent until many years post-exposure [4]. Mathematical models that can assist in identifying genomic and metabolic signatures for EDC exposures, as well as predicting the effects of EDCs would be especially valuable for understanding the health risk of chemicals in the environment.

The FHM is widely used by the US Environmental Protection Agency as an ecological test organism due to its wide distribution throughout North America, availability, and relatively short generation time [31]. Watanabe *et al*. [32] developed a physiologically-based computational model of steroidogenesis in the male FHM to describe the effects of E_2 _and ethinyl estradiol (EE_2_) exposure. While the model accurately described the impacts of these two chemicals on steroid production, it did not incorporate many of the key signaling pathways that might influence the response of FHM to a variety of EDCs.

To better understand the regulatory response of the steroidogenesis pathway to EDC exposure, a signaling model composed of ordinary differential equations was created to predict the effects of exposure to the aromatase inhibitor fadrozole (FAD) on FHM steroidogenesis. We incorporated into the model key signaling pathways that were suggested by microarray analysis as well as the literature. As the steroidogenesis pathway is considered highly conserved among a variety of species [33], the model of ovarian steroidogenesis was constructed by integrating several mouse and fish models currently available in the literature. We used microarray data from an in vivo and in vitro exposure to FAD to detect potential key signaling pathways involved in steroidogenesis, such as G-protein signaling, kinase activity, and mitochondrial transport. A graphical FHM steroidogenesis model [25] was combined with G protein cycling and protein kinase A (PKA) activation models [34]. These models quantify the intra-ovary signaling which regulates steroidogenic acute regulatory (StAR) gene activation, which in turn regulates the transport of cholesterol into the inner mitochondrial membrane [27]. Once in the mitochondria, steroid production is described by a model of the enzyme-mediated conversion of cholesterol to its steroid derivatives [24]. Extra-ovary signaling occurring along the hypothalamus-pituitary-gonadal (HPG) axis was incorporated using the regulatory effects of E _2 _and T on the production of luteinizing hormone (LH) described by Watanabe *et al*. [32]. We tested our model using data from a new exposure. Fish were exposed to two different concentrations of FAD for eight days, then the chemical was removed and samples were taken for eight more days. Steroid levels were measured. Our model was able to predict the steroid response to the FAD but failed to capture the apparent compensation (in terms of T and E _2 _serum levels) occurring during 8 days exposure as well as the over compensation observed during the depuration phase. Sensitivity analysis and microarray data identified possible missing regulation steps that could be responsible for the over production of these steroids during depuration.

## Results

### Steroidogenesis model development

To consolidate the steroidogenic response between in vivo and in vitro steroid measurements, a G protein signaling model [34] and a model of intra-mitochondrial, enzyme-mediated steroidogenesis [24] were coupled with a mathematical description of LH production. Microarray data from FAD exposures identified mitochondrial transport and G-protein signaling as enriched Gene Ontology (GO) terms. Microarrays also identified many differentially expressed genes related to kinase activity and adenylate cyclase both in the in vivo and in vitro exposure. Due to their close relation to steroidogenesis confirmed by the microarrays, the pathways were incorporated into the model.

LH hormone, produced in the pituitary, is regulated by gonadotropin-releasing hormone (GnRH) released from the hypothalamus [35]. GnRH is released in a pulsatile fashion and the frequency is dependent on several physiological factors [36]. While GnRH dynamics lead to pulsatile LH levels, the magnitude of the oscillations is thoroughly damped by the G-protein signaling process.

LH binds to its receptor, initiating the first step in the G-protein cycle (Figure 1). The original model of G protein cycling, and its ensuing activation of adenylate cyclase/protein kinase A production by Hao *et al*. described the binding of vasoactive intestinal polypeptide (VIP) and CREB activation. While receptor/ligand binding rates may differ between the VIP system and steroidogenesis, the two systems share the same signaling architecture, namely adenylate synthetase (AD) activation, protein kinase A (PKA) activation and phosphodiesterase activation. Thus, the description applied to VIP concentration/CREB activation is applied to LH/SF1 activation (See the Methods section for greater detail on individual reaction steps).

The activation of SF1 promotes the transcription of StAR. The StAR protein is the primary transporter of cholesterol across the mitochondrial membrane, the rate-limiting step of steroid production [37]. Once in the inner mitochondrial membrane, cholesterol is transformed by a series of enzyme-catalyzed reactions, primarily from the cytochrome P450 oxidase enzyme family. Breen *et al*. [24] first modeled the steps between cholesterol and T/E _2 _production, and applied the model to describe steroid production in ovary explants exposed to FAD. Four steroids are produced (androstenedione (AD) and estrone (E_1_) are produced as well), but E_2 _and T are known to inhibit the transcription of LH. Detailed models of the pituitary and hypothalamus are unavailable, thus LH transcription and translation were described by a set of reactions labeled as Signal Modulation (See Figure 1). This strategy reduces the complexity in both the visualization and mathematical modeling of steroidogenesis while still capturing the feedback regulation of steroid production on LH levels.

### Parameter Training

While the majority of parameters have been justified in their original publications, measurements are unavailable for parameters related to LH transcription and its inhibition. These parameters were used to train the system to a training data set, and the resulting model was evaluated for both predictive capacity and sensitivity to parameter uncertainty. Given the small number of parameters which required fitting, parameters were operator tuned. Figure 2 shows the fitted response of the steroidogenesis model to T and E_2 _measurements taken from ovaries (ex vivo) stressed with 50 g FAD/L for 6, 12, and 24 h. The model performed well with the exception of the 6 h time point where production of T is overestimated.

**Figure 2:**
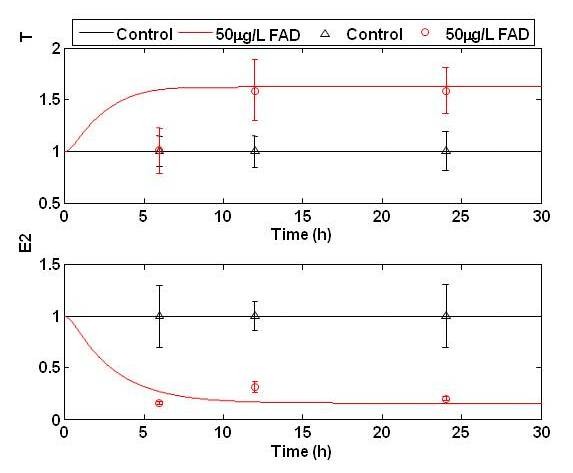
**The fitted model trajectories of E_2 _and T concentration of during to 50 μg FAD/L (red) *ex vivo***. FAD was introduced into the media, and the fish were exposed for 6, 12, and 24 hours. At each time point, fish were removed from the media and ex vivo production of T and E_2 _ovaries measured. Upper triangles represent control measurements while open circles represent exposure measurements. Model predictions are shown in solid black and red lines for control and FAD exposed data, respectively.

### Sensitivity Analysis

To evaluate the sensitivity of the resulting model fitting, the relative sensitivity of the steroidogenesis model was calculated for each state to each parameter, averaged over time (Figure 3). The parameters clustered into various ranges of sensitivity. The most sensitive parameters was generally in the PKA activation cycle (states 16 - 21) and included some interactions outside of the PKA cycle itself, such as basal G-protein activation (parameter 22) and AC activation (parameters 17 - 19). Cholesterol and steroid states (states 39, 44-56) were most sensitive to parameters 54 - 57, 60 - 64, and 71 - 74, which corresponded to PKA inhibition, PKA translocation and the rate of protein synthesis, respectively.

**Figure 3:**
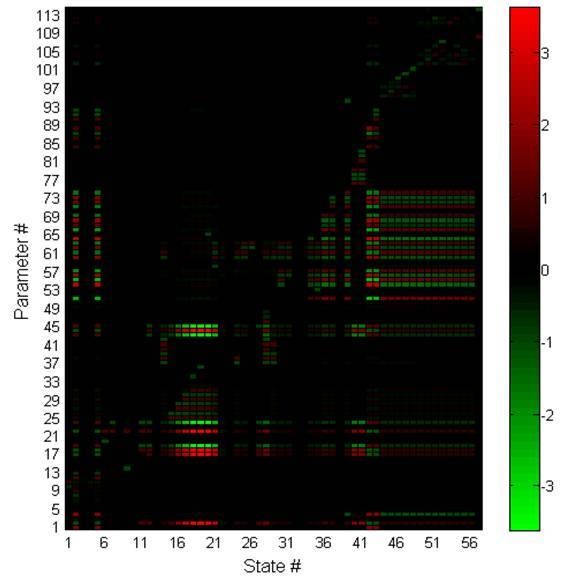
**The relative sensitivity of each state to each parameter, averaged over time**. The sensitivity was calculated over a span of 30 days, and color bars represent the value of the relative sensitivity for each state to each parameter.

We perturbed the nominal parameter set over 1000 parameter generations to determine the robustness of the sensitivity analysis conclusions to the nominal parameter values selected (Figure 4). When all states were considered equal (the relative sensitivity of all states was averaged together), the sensitivity results above remained true. It can be stated with confidence that the steroidogenesis network is very sensitive to noise in the G-protein and PKA activation cycles. Focusing specifically on the sensitivity of steroid trajectories (Figure 4, bottom), the significance of noise within the PKA and G-protein cycles was reduced. In general, only interactions specific to SF1 activation and StAR transcription remained highly sensitive. For both scenarios, when sensitivity was averaged over all states or restricted to steroid production, steroidogenesis was only mildly sensitive due to uncertainty in T/E_2 _feedback and LH production (parameter numbers 84 - 93). Thus, uncertainty in the operator tuned parameters should have minimal effect on steroidogenic behavior.

**Figure 4:**
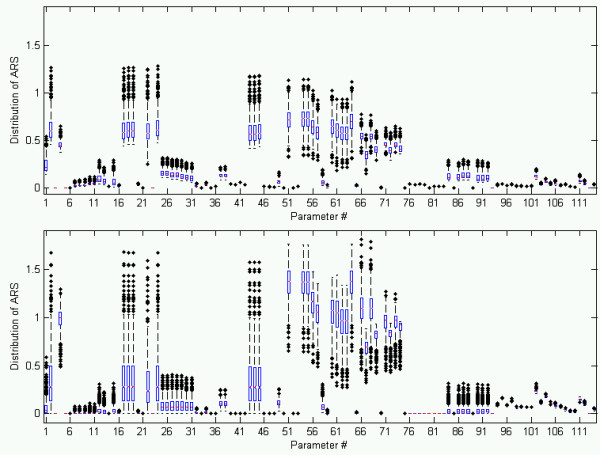
**The average relative sensitivity (ARS) for each parameter and state was calculated over time for 1000 parameter generations**. Sensitivity was then averaged over all states and time for each parameter and its boxplot is shown to illustrate the sensitivity distribution.

### General behavior of the Steroidogenesis Model

Several qualitative characteristics of LH signaling and steroid production were accurately captured by this mathematical description. Oscillatory dynamics imposed by the GnRH description was evident in the highly oscillatory behavior of proteins that were between the LH and SF1 activation (See Figure 5). The mean concentration and amplitude of the LH concentration was consistent with levels observed in mammals [38]. The magnitude of the oscillations was damped when the signal reached SF1 activation, and near fully damped at the level of StAR protein production. No significant oscillations were observable in the steroid concentrations. As FAD was introduced in the model, the E_2 _concentration in the blood stream was reduced. T in the blood stream was elevated during FAD exposure. The steady state concentration of T rises monotonically with FAD exposure level.

**Figure 5:**
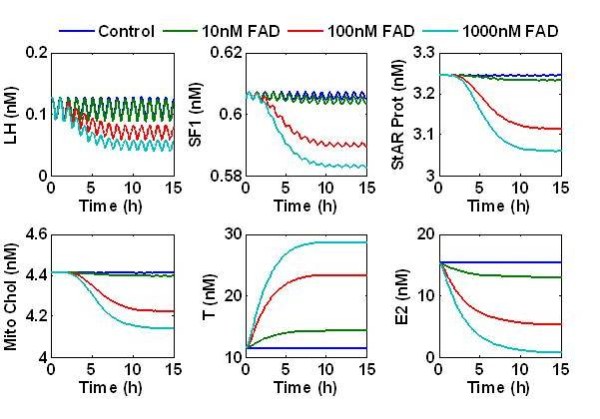
**The response of the steroidogenesis model to increasing FAD exposure. GnRH introduces a pulse affect on LH**. The oscillatory behavior at the LH receptor is filtered by the G-protein and PKA cycles and is significantly minimized by the time the signal reaches SF1. The cholesterol pool available inside the mitochondria is suppressed by FAD exposure. This leads to suppression of E_2 _and over production of T in the blood stream.

### Model Predictions of Steroid Dynamics

The model predictions of T and E_2 _were compared to published effects of FAD on E_2 _steroid production by ovaries in ex vivo assays [39]. Villeneuve et al [39] exposed FHM to 0, 3.0, or 30 μg FAD/L in aquaria and examined the impact of FAD on E_2 _and T production during 8 days of exposure and a subsequent 8 days of depuration (Figure 6). Behavior of mean levels of E_2 _were well predicted for all time points through 4 days of FAD exposure, but the model did not predict the apparent compensation occurring at day 8 of FAD exposure nor the subsequent over compensation of the steroidogenesis network after the stressor is removed. With the exception of day 4, the model was generally capable of predicting the mean levels of T production at 3 and 30 μg FAD/L during 8 d exposure, but, again, the model did not predict the overcompensation after stressor removal. At low levels of FAD (3 μg/L), T levels were not significantly different from controls due to sample variability.

**Figure 6:**
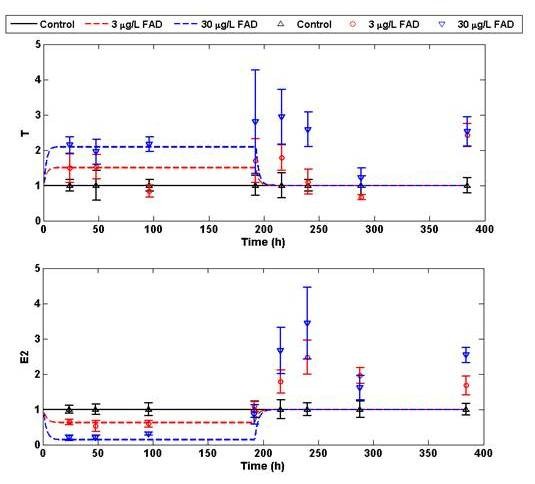
**Model predictions of FAD effects on E_2 _and T production over extended periods**. For 8 days, fish were exposed to 3 and 30 μg/L FAD. After the 8^th ^day FAD was flushed from the aquaria with fresh water. Fish continued to be sampled for 8 days to measure T and E_2 _during depuration. Data is shown in an upper triangle, open circle, and lower triangle for the control, 3, and 30 μg/L FAD exposures, respectively. The corresponding model predictions are solid black, dashed red, and dashed blue. Data from [39].

### Microarray results

Global microarray expression analysis of in vivo and in vitro (ovary slices) tissues exposed to FAD revealed significantly different responses. 

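Ovary RNA was hybridised to 16 arrays, 4 in each of 4 groups. The groups were ovaries of female fathead minnows (FHM) exposed to fadrozole (FAD), an inhibitor of the enzyme aromatase, for 24 hr in vivo, ovary slices exposed to FAD for 12 hr in vitro, and the control group of each system. The paper gives 50 μM FAD for the slices and 50 μg/L for the fish. The sample labels differ among themselves for the slices, with 50 μM in one field and 50 μg/L in another, and they give 50 μg/L for the fish and an exposure of 12 hr for both. Each Agilent array read 2 colours. The ovary sample carried Cy5 on every array and a common reference, mixed from liver, brain and gonad RNA of both sexes, carried Cy3, so dyes were not swapped and each value is a log2 ratio of ovary over reference. The authors deposited the spot intensities of each array as Agilent's Feature Extraction software gave them, along with its own log10 ratio per spot. The design holds 21495 probes in 2 spots each, and 34 of them carry a readable gene name. In the ovary channel, between 65.6% and 75.8% of the spots of an array were well above background, with medians of 70.65% in control in vitro, 68.05% in FAD in vitro, 72.65% in control in vivo and 73.7% in FAD in vivo. From the median pixel intensities, the background was corrected by limma's normexp model with an offset of 50, followed by lowess within arrays and scaling between arrays. Spots that Feature Extraction marked as outliers, in the spot or in its local background, made up 3.15% to 10.37% of an array. They were left out of the values and of the background fit. A first run had fitted the background over every spot, and it was replaced after its results had been seen. The log ratios of 6 of the 16 arrays were much narrower in it, which was the reason. A few spots in bright local background are a possible cause. On FAD in vitro 2 and FAD in vitro 3 the median absolute log2 ratio was slightly lower, at 0.309 and 0.305 against 0.336 and 0.333. The spots of a probe were averaged and all 16 arrays were entered in one limma fit with a mean per group. Each slide carried a control and a FAD array of the same system. The in vitro arrays were scanned on one day and the in vivo arrays on another, so levels in the 2 systems cannot be told apart from the scan day. The number of arrays, 4 per group, limits the precision of every comparison. The labels do not say which fish a slice came from, so fish shared between in vitro arrays were not entered in the fit.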

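The difference between the responses to FAD in the 2 systems was tested as the interaction of system and treatment. Of 21443 probes, 432 (2.01%) had an unadjusted p of 0.05 or below for this interaction. With no effect and independent arrays, 5% would be reached. After Benjamini-Hochberg adjustment, 0 probes were at 0.16 or below, the FDR threshold of the methods, and the lowest adjusted p from limma was 1. The alternative that moved this count most, chosen after the data were seen, entered each of the 2 spots of a probe as a replicate. It gave 45 probes at an adjusted p of 0.16 or below in limma. That count treats spots of the same array as independent samples, which they are not. Exposure time and dose changed together with the system, so the interaction covers all of these differences.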

Genes identified as differentially expressed (P < 0.05) within each treatment (FAD in vivo and in vitro) are listed in Additional File 1. In general, significantly more genes were affected in vivo than in vitro. 

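At an unadjusted p of 0.05 or below, 384 of 21484 probes (1.79%) differed between FAD and control in vitro, and 683 of 21448 probes (3.18%) differed in vivo. With no effect and independent arrays, 5% of the probes would be reached in either system. In both systems, 0 probes were at an adjusted p of 0.16 or below in limma with Benjamini-Hochberg adjustment, and Tukey-HSD comparisons of the same values, adjusted in the same way, also gave 0. Probes on which every FAD array lay beyond every control array were counted over those measured on all arrays of a system. They made up 0.9% of 20770 probes in vitro and 2.4% of 19896 probes in vivo, where chance gives 2.86% for independent arrays. The spread between arrays of one group was larger in vitro, with a median SD over probes of 0.192 on the log2 scale against 0.155 in vivo.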

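Probes were filtered for an unadjusted p of 0.05 or below in limma and a change of 1.5-fold or more between the 4 FAD and the 4 control arrays of a system. In vitro, 20 probes were higher and 11 lower with FAD. In vivo, 95 were higher and 115 lower. The median size of the change among these probes was 0.75 on the log2 scale in vitro and 0.79 in vivo. Among the choices of method set before the data were examined, leaving out arrays aside, Feature Extraction's own log ratio raised the in vitro counts most, to 97 probes higher and 161 lower, and the deposited series table raised the in vivo counts most, to 314 higher and 254 lower. A 2-fold threshold lowered the in vivo counts to 18 higher and 26 lower. Feature Extraction's log ratio also turned the balance of directions in vitro, from 64.5% of the filtered probes higher with FAD to 37.6%. The first run, with the background fitted over every spot, gave 12 higher and 2 lower in vitro and 142 higher and 110 lower in vivo. The in vitro count rests on single arrays. It was 31 over all arrays, 230 without control in vitro 1, 171 without FAD in vitro 4, 127 without control in vitro 2, 82 without FAD in vitro 2 and 14 without control in vitro 4. The in vivo count was 210 over all arrays and 403 without control in vivo 2. Among the filtered in vivo probes that were well above background on all arrays and fully separated between the groups, EA_Pp_58838 rose the most. The files pair this probe with no gene name, and its sequence is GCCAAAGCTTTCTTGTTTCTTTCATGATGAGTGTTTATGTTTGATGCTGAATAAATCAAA. Its log2 ratio was -2.33 ± 0.32 (SD, n = 4) in control and -0.18 ± 0.48 (SD, n = 4) in FAD ovaries, a log2 change of 2.15 (standard error 0.46). EA_Pp_55110, with the sequence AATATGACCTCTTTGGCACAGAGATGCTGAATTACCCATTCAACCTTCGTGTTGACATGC, fell the most, from 0.75 ± 0.21 (SD, n = 4) to -0.63 ± 1.13 (SD, n = 4), a log2 change of -1.38 (standard error 0.50). For both probes the adjusted p from limma was 1. The exact permutation p of 0.0286 (two-sided), the smallest that 4 arrays against 4 allow, follows from the full separation by which they were chosen and tests nothing further.

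**Figure D1:**
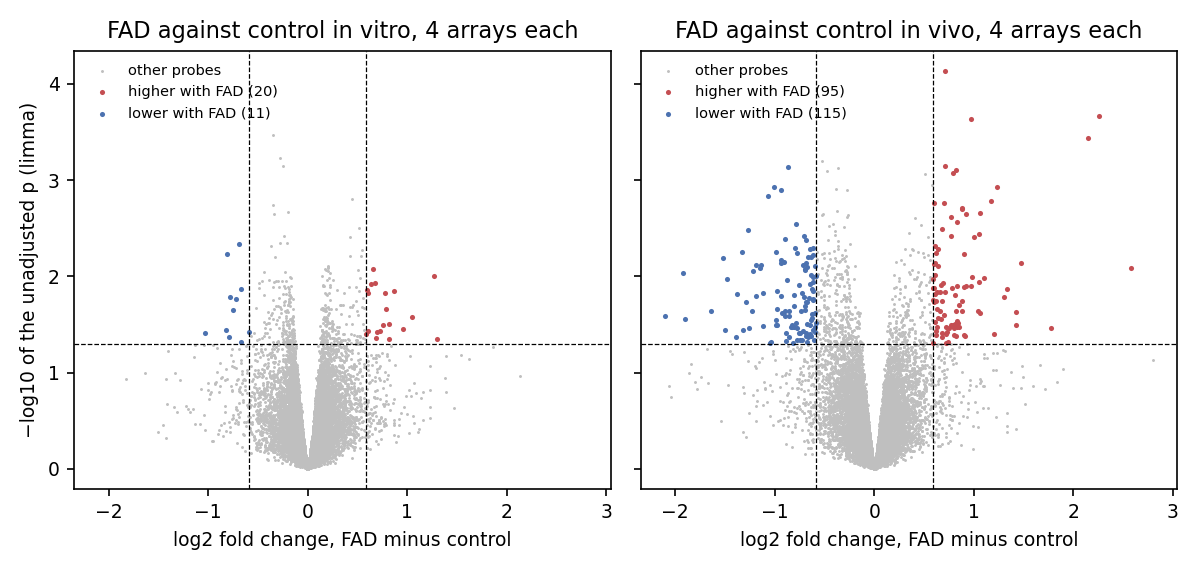
Log2 fold change of each probe (horizontal axis, FAD minus control) against the −log10 of its unadjusted p from limma (vertical axis), in vitro on the left and in vivo on the right, with 4 arrays per group. Each point is a probe, coloured points pass p 0.05 and 1.5-fold (dashed lines), 20 higher and 11 lower in vitro and 95 higher and 115 lower in vivo.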

When genes were filtered for those with 1.5-fold change or greater, in vitro FAD exposure resulted in 104 genes up regulated and 169 down regulated, whereas in vivo exposure resulted in 298 up regulated and 267 down regulated. 

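Of 21443 probes tested in both systems, 1 passed the p and fold filters both in vitro and in vivo, and it changed in opposite directions. If the lists were independent, 0.304 probes would be shared (one-sided Fisher's exact test across probes, p = 0.263, with probes not being independent). With Feature Extraction's log ratio, the alternative that moved the overlap most among those set before the data were examined, 12 probes were shared. Of the probes filtered in vivo, 114 (54.3%) changed in the same direction in vitro, whatever their size there. Of those filtered in vitro, 12 changed in the same direction in vivo. The in vivo and in vitro comparisons used separate controls. The paper takes the size of this overlap as a measure of how alike the regulation is in ovary tissue and in whole fish, and proposes from it how the systems compare.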

Only 34 genes were common between the two exposures, suggesting that the steroidogenesis regulation involved in each system is very different when comparing ovary tissue to whole fish regulation.

To determine whether particular biological processes were enhanced or decreased in either exposure scenario, we calculated the over-representation of specific biological processes in the selected gene list. Ovaries exposed to FAD in vitro had 1 up- regulated and 24 down- regulated biological processes (including redundant categories) (P < 0.05), whereas in vivo exposures to FAD had 17 and 58 categories up- and down-regulated, respectively (P < 0.05) (Table 1).

**Table 1:** Functional analysis of genes differentially expressed in ovaries during 24 hr fadrozole exposure

ENRICHED GO TERMS UP-REGULATED FOR FAD IN VITRO		ENRICHED GO TERMS UP-REGULATED FOR FAD IN VIVO	
GO Name	p Value	GO Name	p Value
morphogenesis of an epithelium	0.011	pregnancy	0.009
protein amino acid glycosylation	0.029	ossification	0.012
glycoprotein biosynthesis	0.033	regulation of cell growth	0.012
biopolymer glycosylation	0.034	amino acid derivative catabolism	0.020
embryonic development (sensu Metazoa)	0.046	tissue development	0.021
glycoprotein metabolism	0.046	anti-apoptosis	0.027
		cell differentiation	0.029
		osteoblast differentiation	0.031
		development	0.036
		oogenesis	0.042
		reproductive physiological process	0.043
		nucleoside triphosphate metabolism	0.044

ENRICHED GO TERMS DOWN-REGULATED FOR FAD IN VITRO		ENRICHED GO TERMS DOWN-REGULATED FOR FAD IN VIVO	

GO Name	p Value	GO Name	p Value
gastrulation	0.008	negative regulation of apoptosis	0.002
DNA replication	0.009	anti-apoptosis	0.003
cellular carbohydrate metabolism	0.016	negative regulation of programmed cell death	0.003
carbohydrate metabolism	0.019	purine ribonucleotide biosynthesis	0.004
potassium ion transport	0.021	pregnancy	0.006
macromolecule biosynthesis	0.023	nucleoside triphosphate metabolism	0.007
glucose catabolism	0.025	transcription from RNA polymerase II promoter	0.009
hexose catabolism	0.026	regulation of physiological process	0.012
monosaccharide catabolism	0.026	signal transduction	0.013
positive regulation of cellular process	0.026	purine nucleoside triphosphate biosynthesis	0.015
alcohol catabolism	0.027	nucleoside triphosphate biosynthesis	0.016
physiological process	0.028	G-protein signaling, coupled to cyclic nucleotide second messenger	0.020
energy derivation by oxidation of organic compounds	0.032	reproductive organismal physiological process	0.021
mitochondrial transport	0.033	nucleoside metabolism	0.024
positive regulation of biological process	0.035	reproductive physiological process	0.024
glucose metabolism	0.036	energy coupled proton transport, down electrochemical gradient	0.024
protein amino acid glycosylation	0.040	ATP synthesis coupled proton transport	0.024
muscle contraction	0.042	regulation of cellular physiological process	0.026
protein biosynthesis	0.043	cell-cell adhesion	0.027
glycoprotein biosynthesis	0.044	cell proliferation	0.031
carbohydrate catabolism	0.044	regulation of programmed cell death	0.038
cellular carbohydrate catabolism	0.044	apoptosis	0.038
biopolymer glycosylation	0.045	G-protein signaling, coupled to cAMP nucleotide second messenger	0.038
cellular process	0.046	development	0.040

**The full list of significant GO terms are in Additional File 1.

In the FAD in vitro exposure (Table 1), epithelium morphogenesis, mitochondrial transport and protein amino acid glycosylation were among the most affected pathways. Biological processes involved in embryonic development, mitochondrial transport, carbohydrate-glucose metabolism, gastrulation and potassium transport were the most affected.

For the FAD in vivo exposure, among the most affected biological processes we found were skeletal-tissue remodeling-ossification pathways, purine nucleotide biosynthesis - deoxyribonucleotide metabolism, and oogenesis. 

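Activins are hormones of the transforming growth factor beta family that act in the ovary through cell surface receptors. The array holds 1 probe whose name in the files is that of an activin receptor, ACTRIIB (EA_Pp_71492, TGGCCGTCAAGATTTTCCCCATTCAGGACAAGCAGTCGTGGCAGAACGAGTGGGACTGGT). It was well above background on all 16 arrays. In vivo its log2 ratio was 1.34 ± 0.11 (SD, n = 4) in control and 1.26 ± 0.35 (SD, n = 4) in FAD ovaries, a log2 change of -0.08 (standard error 0.15). In vitro the values were 0.36 ± 0.20 (SD, n = 4) in control and 0.22 ± 0.11 (SD, n = 4) in FAD slices, a log2 change of -0.14 (standard error 0.15). Neither change stood out among the regroupings of the arrays (two-sided exact permutation test, p = 0.743 in vivo and p = 0.286 in vitro). The control and FAD arrays overlapped in both systems, from 1.26 to 1.50 against 1.00 to 1.77 in vivo and from 0.14 to 0.55 against 0.10 to 0.36 in vitro.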

Up-regulated biological processes were: skeletal- tissue remodeling - ossification (consistent with activation of the bone morphogenesis protein signaling pathways -and up regulation of Activin Receptor) and amino acid transport processes. Down were signal transduction - G-protein signaling, coupled to cAMP nucleotide second messenger, nucleotide -ATP biosynthesis, programmed cell death - anti-apoptosis, and pregnancy related processes.

### Predictions of observed genome regulation on steroid concentrations

Additional regulations observed in microarray data were simulated to predict the transcriptional regulation effects on protein behavior. It is assumed that up regulation of LH receptor results in a greater concentration of receptors, thus making the ovary cells more sensitive to the LH input, and resulting in an over-production of E_2 _and T in the exposed fish (Figure 7A). Similar results are obtained when the maximal rate of LH transcription was perturbed upwards. Perturbing concentrations of cytochrome P450-17αhydroxylase/17,20-lyase, identified as up-regulated in microarray data, had no observable affect on chol, T, or E_2 _dynamics (Figure 7B). The same is true of inhibin down-regulation (Figure 7C). All three possible transcriptional regulations were tested for possible synergistic effects, but none was observed.

**Figure 7:**
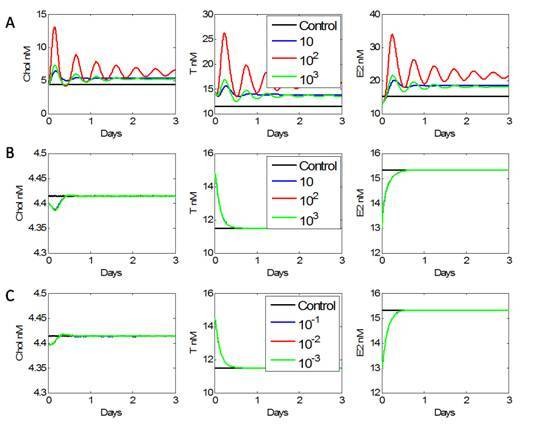
**Microarray data suggests that missing regulation involving (A) LH receptor up regulation, (B) Cytochrome P450c17αhydroxylase/17,20 lyase up regulation, or (C) inhibin down regulation may account for over production of T and E_2 _during depuration**. Each scenario was examined in the model by multiplying the appropriate parameter(s) with perturbations spanning three orders of magnitude. Neither up regulating P450 enzyme nor down regulating inhibin translation affected T or E_2 _production. Up regulating the translation of LH and/or increasing the available quantity of LH receptors both caused an increase in cholesterol translocation. This ultimately resulted in an over production of both E_2 _and T when compared to an unexposed fish (control).

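Inhibin is a gonadal hormone that lowers the release of follicle stimulating hormone from the pituitary. In the files 2 probes carry its name. The probe made from a consensus of the FHM inhibin coding sequence (EA_Pp_71493, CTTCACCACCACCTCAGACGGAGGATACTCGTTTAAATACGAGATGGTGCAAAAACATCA) was well above background on all 16 arrays. In vivo its log2 ratio was 0.02 ± 0.15 (SD, n = 4) in control and 0.22 ± 0.45 (SD, n = 4) in FAD ovaries, a log2 change of 0.20 (standard error 0.31). In vitro it was -0.30 ± 0.57 (SD, n = 4) in control and 0.06 ± 0.56 (SD, n = 4) in FAD slices, a log2 change of 0.36 (standard error 0.31). Neither change stood out among the regroupings of the arrays (two-sided exact permutation test, p = 0.457 in vivo and p = 0.429 in vitro). With each array left out in turn, the change stayed between 0.10 and 0.42 in vivo and between 0.12 and 0.62 in vitro. The second probe, named inhibin beta b (EA_Pp_53289), was not well above background in the ovary channel on any array, so a change in it was not detectable. With 34 of 21495 probes named, other inhibin probes without a readable name were not analysed here. The list of genes searched for matched 8 probes by a readable name, of which 3 were not well above background on any array, and the estrogen receptor beta probe was well above it on 1 of the 8 arrays in vitro. In the 10 comparisons of the 5 probes that were well above background on some arrays, 0 were at 0.05 or below in limma when adjusted over the list alone, and 0 when adjusted over all probes. The array files pair 0 probes with LH receptor by name and 0 with CYP17, the P450c17 enzyme.

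**Figure D2:**
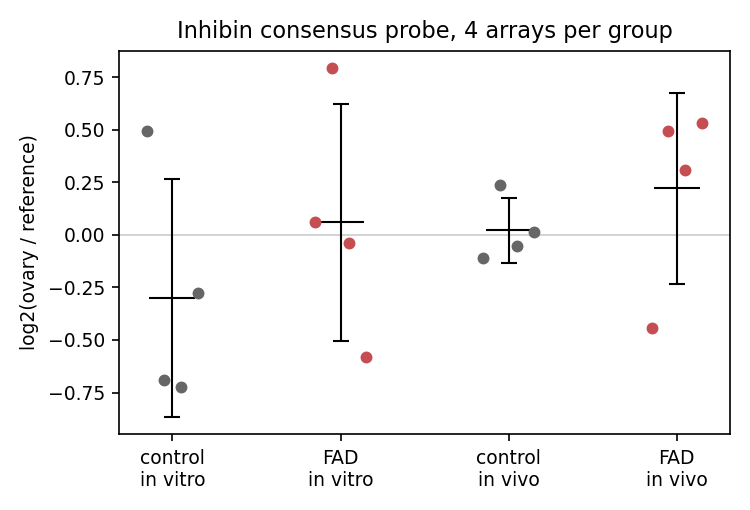
Log2 ratio of ovary over reference of the inhibin consensus probe on each of the 16 arrays (dots, vertical axis), by group (horizontal axis), with bars for the mean ± SD of the 4 arrays. The FAD and control arrays overlap in both systems, from -0.44 to 0.53 against -0.11 to 0.24 in vivo and from -0.58 to 0.79 against -0.73 to 0.49 in vitro.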

## Discussion

The general approach to discerning stress response signatures in environmental toxicology is disease-specific and often based on the limited observations available. As more physiologically active compounds enter the environment, it becomes necessary to develop effective techniques to catalogue previous observations so as to extrapolate and predict the effects of new compounds. Mathematical models organize previous observations to facilitate hypothesis generation and validation. Here, a mathematical model was developed from literature and tested to predict steroid behavior during EDC exposure. The model then consolidated steroid dynamics observed during depuration with possible regulatory mechanisms identified via microarrays.

We developed the FHM female steroidogenesis model by merging G-proteins and PKA activation models with the architecture of a graphical steroidogenesis model [24,25,34,35]. The resulting model predicts several qualitative dynamics known to steroidogenesis (Figure 5). LH and cholesterol availability are the drivers for steroidogenesis. LH has pulsatile dynamics [35], which lead to oscillatory behavior in the G protein, PKA, and AC activation cycles in the model. The magnitude of the oscillations was suppressed as the steroidogenic signal traveled from the LH receptor to the SF1 activation site. They were further damped by the transcription and production of StAR, and no significant oscillations were observed in the steroid profiles. The oscillatory nature of LH signaling and the lack of oscillations in steroid concentrations have been measured in several studies, providing qualitative support to the models validity [24,35]. When inter-organ signaling was removed, the model reduced to the Breen *et al*. [24] in vitro model and was capable of reproducing in vitro steroid behavior observed during FAD exposure.

The model was further validated by its ability to predict E_2 _and T dynamics in response to different degrees of FAD stress. FAD is an ideal candidate for model discrimination because it specifically inhibits the aromatase activity responsible for converting E_1 _and T to E_2 _and therefore its effects in the steroidogenesis network can be suitably described. We monitored steroid production in fish exposed to 50 μg/L FAD for 6, 12, and 24 hrs and used this data for parameter training (Figure 2). The predictive capacity of the resulting model was validated against recently published data where FHM were monitored during exposures to 3 and 30 μg/L FAD for 8 days and a subsequent 8 day recovery period after the removal of FAD [39]. Testing showed that the model was capable of predicting steroid behavior to lower FAD exposures better than that of the training data (Figure 6). Model predictions and experimental results began to deviate at the 8d exposure period, when the steroidogenesis network appeared to start compensating for the FAD stress. This compensation was further revealed during depuration, when the network overcompensated after the stressor had been removed.

Sensitivity analysis supported PKA activation as the primary means of regulating the steroid response under stress. The parameter belonging to the PKA activation and AC activation could strongly control the steroid response (steroid concentrations are states #39, 45-55) by varying the cholesterol available to the inner mitochondria (Figure 3). Interestingly, enzyme mediated reactions responsible for the conversion of cholesterol to E_2 _and T were very robust to disturbances, making them unlikely candidates for missing signaling regulation elements. The sensitivity analysis for the model's nominal parameter set showed that steroidogenesis was robust (weakly sensitive) to perturbation in the LH pathway. Realizing that these results may be too strongly dependent on the nominal parameter selection, the sensitivity of each parameter was calculated for 1000 parameter generations, and analyzed for two different scenarios: (1) which parameters most affected the response of the entire steroidogenesis network (including signaling components) (2) which parameters most affected strictly the steroid trajectories (Figure 4). It is clear from the resulting sensitivity distributions that both the steroidogenesis network as a whole and specifically the steroid hormone profiles were most sensitive to disturbances or regulation effecting PKA inhibition and PKA translocation. Interestingly, the median of sensitivity of the steroid trajectories to PKA activation was suppressed when compared to the sensitivity of the entire network to PKA activation. Thus, sensitivity analysis implicated that PKA inhibition and translocation machinery were areas of interest when searching for missing regulation.

Contrary to the sensitivity analysis, microarray data suggested that mildly sensitive interactions were regulated to manipulate and control the steroid response during FAD stress. GO analysis showed several biological processes specific to reproduction and oogenesis were being modulated during stress, but the specific effects of this modulation on steroid behavior are difficult to determine. Focusing on transcriptional regulation observed within the ovary, LH receptor and P450 enzyme up-regulation and down-regulation of inhibin transcription in vivo are possible modes of stress compensation. By manipulating the corresponding parameters in the steroidogenesis model, each transcriptional regulation event was evaluated for its ability to explain over production of T and E_2 _during depuration (Figure 6). Increasing the total concentration of LH receptor resulted in over production of T and E_2 _during depuration, which was consistent with depuration data (Figure 7A). Similar dynamics were observed by manipulating the T regulation of LH mRNA transcription. Neither the up-regulation of CYP17 nor the down-regulation of inhibin had any effect on T and E_2 _production (Figure 7B and 7C).

Considering that both of these regulatory actions simultaneously produced no effect on steroid production, we hypothesize that the steroidogenesis network has evolved a distributed compensation strategy to FAD stress. Compensation is achieved by enhancing the sensitivity to extra-ovary signals from the pituitary/hypothalamus. This conclusion is further supported by in vitro microarray data that shows no significant intra-ovary regulation occurring (Additional File 1). This regulation is not readily observable during exposure since the FAD inhibition of aromatase activity dominates the network compensation efforts. 

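The in vitro arrays were also compared by Tukey-HSD after a per-probe model of treatment, system and their interaction, as in the methods. At p 0.05 and 1.5-fold, 0 probes were higher and 2 lower with FAD in vitro, while 25 were higher and 18 lower in vivo. Of these probes, 100% in vitro and 25.6% in vivo were not well above background on at least 1 of the 8 arrays. Whatever their p, 296 probes changed by 1.5-fold or more between the FAD and control slices, and 571 did in vivo. The largest rise among the probes past the limma filter was 1.30 on the log2 scale and the largest fall was -1.03 in vitro. The only probe that passed the filter in vitro, was well above background on all 8 arrays and had every FAD array beyond every control array was EA_Pp_60058, which has no gene name in the files (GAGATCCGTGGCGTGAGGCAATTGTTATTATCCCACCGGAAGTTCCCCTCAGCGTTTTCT). Its log2 ratio was 0.63 ± 0.79 (SD, n = 4) in control and 1.49 ± 0.30 (SD, n = 4) in FAD slices, a log2 change of 0.86 (standard error 0.31). Its adjusted p from limma was 1, and its exact permutation p, 0.0286 (two-sided), is fixed by the separation required of it. Without control in vitro 4, the log2 change of this probe was 0.48. In simulated arrays, 200 probes were changed by 1.5 on the log2 scale in vitro. Each probe had 1 spread, pooled over the 4 groups of both systems. The real median SD was larger in vitro (0.192) than in vivo (0.155), so the recovery may be too high for the in vitro arrays. The changed probes were drawn from bright ones, with a spot well above background in the ovary channel on every array. At p 0.05 and 1.5-fold, limma recovered 191 of the 200 changed probes among 21484 probes, and Tukey-HSD 176 among 21478. At an adjusted p of 0.05 or below, limma recovered 155 and Tukey-HSD 127. The simulated change is larger than any filtered change in vitro. The recovery of smaller changes, and of changes in dim probes, stays unknown. Of the unchanged simulated probes, 4.89% were at p 0.05 or below in limma, against 1.79% of the real in vitro probes. The simulated arrays were drawn independently, while the real deviations of control in vitro 1 and FAD in vitro 2 correlated at 0.73. The lower real share therefore cannot tell a missing response from control and FAD arrays that vary together.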

During depuration, after the FAD stress has been removed, this regulation becomes apparent as fish begin to over produce T and E_2_.

These results challenge the traditional technique of employing sensitivity analysis to guide regulation discovery. Generally, elements within a network considered most sensitive are given priority during the next phase of experimentation and regulation exploration. Microarray data of the steroidogenesis network suggested that mildly sensitive parameters, rather than highly sensitive ones, were modulated during EDC stress response. This can be rationalized by further examining the noise and crosstalk that occurs in the G-protein, PKA, and AC cycles. Each of these cycles is involved in several biological processes. PKA is involved in the regulation of glyconeogenesis, glycolysis, and lipid metabolism [40] while the G-protein and AC has been associated with a vast number of essential biological processes [41]. In the absence of noise, these pathways can be manipulated to strongly control T and E_2 _production, but the ability to control steroid synthesis would be severely compromised by employing a highly sensitive target which is exposed to a great deal of cross-talk. The steroid network must balance sensitivity with robustness to noise. A moderately sensitive target which requires larger perturbations to account for compensation response may be less susceptible to intracellular noise. Thus, in silico exploration for potential regulation should consider targets that can effectively manipulate the behavior of interest while remaining robust to noise within the network.

## Conclusions

Elucidating regulatory machinery in complex biological systems can be aided by integrating heterogeneous data into consistent, mathematical frameworks so that causality between genomic variation and the ensuing steroid response can be examined. Furthermore, the implications of emergent properties, such as sensitivity and robustness, can expedite the discovery of regulatory mechanisms. Here, a signaling model of the FHM steroidogenesis network consolidates regulation observed in microarray data with its predicted effect on steroid production. The model ultimately identifies LH receptor regulation as a key compensation response to FAD stress. This result goes against the more accepted systems approach in which the most sensitive interactions are given priority in the search for undiscovered regulation. However, the traditional approach does not consider the significance of noise during regulation. Robust regulation is a careful balance of efficacy versus resistance to noise. The most sensitive interactions of the FHM steroidogenesis network are known to be highly communicative with other pathways, resulting in noisy control. LH receptor is a better means of compensation as hormone levels are highly regulated, guaranteeing that any compensation response will be controllable, though at the possible sacrifice of efficacy. In conclusion, the model of FHM steroidogenesis allows for the consolidation of genomic and physiological data, and ultimately illustrates that target prioritization must consider noise during discrimination.

## Methods

### Exposures

All fish used in the study were reproductively mature female FHM (5-6 months old) obtained from an on-site culture facility at the US EPA Mid-Continent Ecology Division (Duluth, MN). All laboratory procedures involving animals were reviewed and approved by the Animal Care and Use Committee in accordance with Animal Welfare Act and Interagency Research Animal Committee guidelines.

Exposures for in vivo experiments were conducted in 20 L glass aquaria containing 10 L of UV treated, membrane filtered, Lake Superior water containing nominal concentrations of 0 or 50 μg/L FAD. All treatments were delivered as a continuous flow through at a rate of approximately 45 ml/min without the use of carrier solvents. Toxicant (and control water) delivery was initiated to four replicate tanks per treatment group approximately 48 h prior to test initiation to ensure that stable water concentrations were achieved before adding fish. Exposures were then initiated by transferring random groups of 6 female FHM to each tank. After 6, 12 and 24 hr of exposure, two fish from each of 4 replicate tanks per treatment group were sampled (a total of 8 females per treatment per time point). During each sampling period, the fish were euthanized in a buffered solution of tricaine methanesulfonate (MS-222; Finquel; Argent, Redmond, WA, USA). Blood was collected using heparinized microhematocrit tubes and plasma was separated by centrifugation. A subsample of the ovary was used for an *ex vivo *steroid production assay (below). Plasma samples were stored at -80°C until extracted and analyzed. Gonads, brain, and pituitary were removed, snap frozen in liquid nitrogen, and stored at -80°C until needed for RNA extraction.

Ex vivo steroid production assays were conducted using methods adapted from McMaster et al. [42] as described previously [39]. Subsamples of ovary were transferred to glass test tubes containing 500 μl of Medium 199 (M2520; Sigma, St. Louis, MO, USA) supplemented with 0.1 mM isobutylmethylxanthine (IBMX; Sigma I7018) and 1 μg 25-hydroxycholesterol (Sigma)/ml, on ice. At the end of each sample collection period, the tubes were transferred to a 25°C shaker water bath and incubated for 12 h. Following incubation, the medium from each tube was collected and stored at -20°C until analyzed and the tissue subsample from each tube was removed and weighed. Tubes containing supplemented medium but no tissue were incubated, sampled, and analyzed along with experimental samples to serve as assay blanks.

In vitro exposures were conducted essentially as described for *ex vivo *assays. Briefly, 12 female FHM were euthanized as before and ovaries removed for in vitro testing. For each exposure, ovaries from 6 replicate fish were sliced into 12 ± 5 mg pieces and randomly distributed across sample culture wells to minimize sample effects due to potential tissue heterogeneity. Ovary slices were incubated in tissue culture medium supplemented with IBMX (0.1 mM), 25-hydroxycholesterol (1 μg/ml), and 50 uM FAD, or solvent control (0.07% methanol) for 12 hrs. Replicate ovary slices were removed, snap frozen in liquid nitrogen, and stored at -80°C until needed for RNA extraction. Medium from the incubations was used in analysis of E2 and T levels.

Steroids were extracted from medium samples (*ex vivo *and in vivo) or plasma samples by liquid-liquid extraction with diethyl ether and then quantified by radioimmunoassay [43].

### RNA extraction

RNA was isolated from tissue using Qiagen RNAeasy™ kits according to the manufacturer's instructions (Qiagen, Valencia, CA). RNA integrity and quantity were measured on an Agilent bioanalyzer (Agilent Technologies, Inc, Santa Clara, CA) and a nanodrop spectrophotometer (Nanodrop Technologies, Wilmington, DE), respectively.

### Microarray analysis

FHM 22,000 gene arrays (4 × 44 k format) were manufactured by Agilent and were purchased from EcoArray (Alachua, FL). Array hybridizations were performed using a reference design, where each sample was compared to a common reference sample. The reference consisted of equal amounts of RNA from female and male FHM tissues (liver, brain and gonad). Four replicates consisting of four different individuals were analyzed for each of the treatments (24 hr FAD in vivo and 12 hr FAD in vitro along with corresponding controls). cDNA synthesis, cRNA labeling and amplification and hybridization were performed following the manufacturer's kits and protocols (Agilent Low RNA Input Fluorescent Linear Amplification Kit and Agilent 60-mer oligo microarray processing protocol; Agilent, Palo Alto, CA). Briefly, a primer containing poly dT and a T7 polymerase promoter was added to 500 ng of total RNA. Reverse transcriptase was added to the reaction to synthesize the first and second strands of cDNA. Next, cRNA was synthesized from the double-stranded cDNA using T7 RNA polymerase, which simultaneously incorporates cyanine 3- (Cy3) or cyanine 5- (Cy5) labeled CTP (Perkin-Elmer, Boston, MA). The ovary samples were labeled with Cy5 while the reference sample was labeled with Cy3. Once the labeling was complete, samples were hybridized to the microarray for 17 hours. The microarrays were washed and scanned with a laser-based detection system (Agilent, Palo Alto, CA). MIAME compliant [44] text versions of microarray raw data have been deposited at the Gene Expression Omnibus website [GEO: GSE15924].

Microarray image processing and data pre-processing were performed using Agilent's Feature Extraction software v 9.5 (Agilent, 2007). The intensity of each spot was summarized by the median pixel intensity. A log2 transformed signal ratio between the experimental channel and the reference channel was calculated for each spot, followed by within array lowess transformation and between array scale normalization on median intensities. A two-way ANOVA was performed on log2 transformed signal ratios of each probe individually, followed by Tukey-HSD pair-wise comparisons to determine genes whose expression is significantly regulated by the treatments. Statistical significance was determined at a p-value of < = 0.05 with a FDR threshold of 16%. FDR was calculated using Benjamini-Hochberg approach [45]. Gene Ontology annotations were provided by EcoArray Inc. based on sequence homologies between FHM array probe target sequences and zebrafish, human and mouse genes. Over representation of differentially expressed genes in the biological process GO category was determined by Fisher Exact Test using a p-value < = 0.05 as a significance level cutoff.

### Steroidogenesis signaling model

The schematic of the steroidogenic signaling model is shown in Figure 1. In the ovary, cholesterol uptake from the outer mitochondrial membrane to the inner mitochondrial membrane is the rate limiting step. This transport process is primarily regulated via the StAR protein, which is in turn regulated by the LH pathway [46]. LH is secreted from the pituitary, binds the LH receptor in the theca cells of the ovary and activates the G-protein cycle. G-protein activation initiates a cascade of events, including adenylate cyclase (AC) activation, cyclic AMP (cAMP) activation, protein kinase A (PKA) activation, steroidogenic factor 1 (SF1) and StAR transcription. A LH signaling framework for activation of PKA has been reported by Bhalla and Hao *et al*. [34,47]. This framework was extended to describe the StAR protein activation via SF1. Cholesterol (Chol) uptake into the inner mitochondrial membrane is regulated by StAR protein and the concentration of cholesterol available to the outer mitochondrial membrane and is described by(1)

The first term of the right hand side is responsible for cholesterol uptake into the inner mitochondrial membrane and second term is the subsequent consumption of inner mitochondrial cholesterol by steroid synthesis.

The expression of SF1 and activated SF1 was considered comparable to cAMP's activation of CREB protein, as reported by Hao et al. [34]. Also, similar kinetic descriptions reported for *per *gene transcription and translation were applied to StAR mRNA and StAR protein synthesis.

The LH signaling architecture was coupled with the steroidogenesis enzymatic network established by Breen *et al*. [24], where cholesterol is utilized for synthesis of subsequent steroid products. It is assumed that T, AD, estrone E_1_, and E_2 _are secreted into the blood stream/plasma with the following kinetic descriptions:(2)(3)(4)(5)

A number of EDCs can inhibit steroidogenic enzymes. The predictive power of the model is tested by stressing ovary cells with FAD. FAD is a specific competitive inhibitor of aromatase (CYP19), which catalyzes two important steroidogenic metabolic reactions: AD to E_1 _and T to E_2 _[24,48]. FAD diffuses into the ovary and maintains equilibrium with medium as:(6)

*FAD*_*ex *_is FAD concentration in the bloodstream/plasma and *FAD *is the concentration in the ovary. Parameter *km*_*15 *_is the partition coefficient constant and *km*_*20 *_is the first order diffusion constant from the ovary to the medium. The FAD inhibition is incorporated by modulating the kinetic parameters responsible for the conversion of AD to E_1 _and T to E_2_. (See Additional files 2, 3, 4 for a list of all ODEs, parameters and parameter information).

E_2 _and T are circulated to other steroidogenic organs by the blood stream. LH is secreted from pituitary and controlled by Gonadotropin-releasing hormone. LH release is further regulated, via negative feedback, by T and E_2 _[49-54]. This regulation is lumped into a module labeled signaling modulation since a more detailed model of the pituitary and hypothalamus are not available at this time. GnRH, E_2 _and T feedback is described as(7)

where *L*_*m *_is the amount of LH mRNA. GnRH is modeled as a pulsatile forcing function with a magnitude of 10 nM and a 30 minute pulse occurring one time per hour.

### Parameter selection

Parameters *k*_*1 *_through *k*_*60 *_and parameters for StAR mRNA, StAR protein, LH mRNA and LH protein were obtained from Hao et al [34]. Half of the parameters specific to the enzyme-mediated conversion of cholesterol to its derivatives (*km*_*9*_, *km*_*10*_, ... *km*_*20*_) are from an in vitro study of ovarian steroidogenesis [24]. During data analysis, concentrations of the sex steroids within 1 - 2 nM are observed. A flux balance analysis (FBA) was performed to predict the unmeasured, intermediate steroids concentrations. The analysis was performed such as to maximize T and E_2 _production (See Additional File 5). The remaining parameters were tuned to achieve the steroid response observed when fish were exposed to 50 μg/L FAD for 24 hours (See Figure 2), and to match the intermediate steroid profiles predicted by the FBA. Care was taken to ensure the parameter values were on the order of those observed in the Breen *et al*. [24] model. Initial conditions for an unexposed FHM were established by determining the steady state of the system applying the initial conditions from [34] with the additional constraint of a concentration of 60,000 nM cholesterol outside of the mitochondria. The resulting steady state values are in Additional File 6. Differential equations were solved using the MATLAB stiff ODE integrator ode15s. It should be noted that stiffness was not an issue while simulating the nominal model.

### Sensitivity analysis

Sensitivity is the response of a state trajectory to infinitesimal perturbations in parameter values, and this measure is normalized by the size of the state and parameter so that comparisons between states can be made. For a lumped system model described by , the relative sensitivity is defined as:(8)

where *x *is the state vector and *p *is the parameter vector. Sensitivity is calculated using finite differences.

Sensitivity is a local measure whose results may be highly dependent on the choice of nominal parameters. To approximate a semi-global understanding of the effects of parameter variability on the steroid response, the relative sensitivity was calculated for each state to each parameter included in the steroidogenesis model for 1000 parameter generations. Each parameter generation was created by sampling a relative perturbation value from a normal distribution centered about zero with a standard deviation of 10.0%. For each generation, 114 perturbations were sampled from the distribution and applied in a multiplicative fashion to each of the 114 parameters in the model (i.e., parameter *k*_*i *_for generation *j *is *k*_*i,j *_= *k*_i_*(1 + *δ*_*j*_) where *δ*_*j *_is the perturbation). The initial conditions for each calculation are the same as those applied for the nominal model. Each sensitivity trajectory was calculated over a span of 30 days. Figure 3 shows the sensitivity of each state to each parameter, averaged over time, for a *single *generation.

A boxplot was used to demonstrate the robustness of the results of Figure 3. Boxplots illustrate statistical differences between competing hypotheses. Referring to Figure 4, the lower, middle-lower, middle-upper, and upper boxes represent the lower quartile, mid-lower quartile, mid-upper quartile, and upper quartile of a distribution. For each parameter, the sensitivity of that parameter is averaged over time and states for each generation, resulting in 1000 average relative sensitivity (ARS) values for each parameter. The boxplots illustrate how the ARS is distributed for each parameter. The red bar represents the median ARS for each parameter. If the notches about the median of two parameters do not overlap, one can conclude with 95% confidence that the true medians differ. Figure 4 shows two scenarios. The top is when the sensitivity of all states is considered during averaging. The bottom is when only chol and steroid concentrations are considered. It is known that, in biological systems, parameter values may fluctuate over orders of magnitude, but discretization issues and stiffness arising in particular parameter generations made it difficult to consider larger uncertainty ranges in a timely manner. The distributions of the ARS showed that parameter rankings (most sensitive versus least sensitive) were well maintained despite changes to parameter value, and previous studies have shown similar conclusions [14,15,55]

### Simulation studies

Expression variation observed in microarray data was simulated to predict the effect of transcriptional regulation on protein behavior. It is not safe to assume that up or down genomic regulation translates linearly with the corresponding protein concentration. The affect of each gene on steroidogenic behavior is evaluated by perturbing the corresponding enzyme concentration (or activity) in the direction of the reported regulation over several orders of magnitude. We used as a control the simulation results of an unexposed fish. The initial concentration of LH receptor was multiplied by dimensionless perturbations of [10^1^, 10^2^, 10^3^] to simulate LH receptor up regulation (Figure 7A). Cytochrome P450c17αhydroxylase/17,20 lyase, identified as up regulated in microarray data, impacted the conversion rates, k_5 _and k_7_, respectively. Both were multiplied by order of magnitude perturbations, [10^1^, 10^2^, 10^3^] dimensionless. Inhibin down regulation was achieved by multiplying the maximum inhibin production rate (V_spin_) by order of magnitude perturbations [10^-1^, 10^-2^, 10^-3^] dimensionless units (Figure 7C).

## Abbreviations

AC: Adenylate cyclase; AD: Androstenedione; ARS: Average relative sensitivity; Chol: Cholesterol; DHEA: Dehydroepiandrosterone; EDC: Endocrine disrupting compound; FAD: Fadrozole; FHM: Fathead Minnow; E1: Estrone; E2: Estradiol; HPREG: 17 αhydroxypregnenolone; HPROG: 17 α hydroxyprogesterone; LH: Luteinizing hormone; PKA: Protein kinase A; PREG: Pregnenolone; PROG: Progesterone; T: Testosterone.

## Authors' contributions

JES carried out the model analysis/development and testing, and drafted the manuscript. KG was primary model developer. NGR carried out the microarray experiments and helped to draft the manuscript. LL performed the microarray statistical analysis. DLV performed the fish exposures and ex vivo and in vitro studies. Both EJP and FJD conceived of the study, and participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript

## Supplementary Material

Additional file 1 **Functional Gene Ontology analysis of genes differentially expressed in ovaries during fadrozole exposure**. A list of all significantly enriched Gene Ontology (GO) categories from in vitro exposures of ovary slices and in vivo exposures of ovaries to fadrozole. This list contains the number of genes selected, the number of genes on the array, the Fisher p Value, and the false discovery rate for each GO category. Click here for file

Additional file 2 **Chemical Species of the Steroidogenesis Model**. A list and full definition of all chemical species used in the modeling annotation of the Steroidogenesis Model. Click here for file

Additional file 3 **Rate equations for ovarian steroidogenesis**. A complete listing of all 55 rate equations used in development of the steroidogenesis model. Click here for file

Additional file 4 **Steroidogenesis Model Parameters**. A complete listing of parameters, parameter descriptions, parameter units and values used in development of the Steroidogenesis model. Click here for file

Additional file 5 **Flux balance analysis of ovarian steroidogenesis model**. This file describes how Flux Balance Analysis was conducted. Click here for file

Additional file 6 **Initial model conditions**. This file describes the initial condition values for each variable within the model. Click here for file

# Supplementary material for: Fathead minnow steroidogenesis: in silico analyses reveals tradeoffs between nominal target efficacy and robustness to cross-talk
**Source:** BMC Syst Biol. 2010 Jun 28;4:89. doi: 10.1186/1752-0509-4-89
**Supplement:** Additional file 1 — Functional Gene Ontology analysis of genes differentially expressed in ovaries during fadrozole exposure. A list of all significantly enriched Gene Ontology (GO) categories from in vitro exposures of ovary slices and in vivo exposures of ovaries to fadrozole. This list contains the number of genes selected, the number of genes on the array, the Fisher p Value, and the false discovery rate for each GO category.

# Additional File 1 - Functional analysis of genes differentially expressed in ovaries during 24 hr fadrozole exposure.

# Supplementary material for: Fathead minnow steroidogenesis: in silico analyses reveals tradeoffs between nominal target efficacy and robustness to cross-talk
**Source:** BMC Syst Biol. 2010 Jun 28;4:89. doi: 10.1186/1752-0509-4-89
**Supplement:** Additional file 2 — Chemical Species of the Steroidogenesis Model. A list and full definition of all chemical species used in the modeling annotation of the Steroidogenesis Model.

# Additional File 2 - Chemical Species of the Steroidogenesis Model

| *AC:* | Adenylate cyclase. |
| --- | --- |
| *Gas.AC:* | Gs activated adenylate cyclase. |
| *GTP.Gas:* | Activated Gsalpha. |
| *cAMP:* | Cyclic AMP. |
| *Gas.AC.ATP:* | ATP bound Gs activated adenylate cyclase. |
| *R2C2:* | Protein Kinase A heterotetramer with two molecules of regulatory subunits and two molecules of catalytic subunits. |
| *cAMP.R2C2:* | One molecule of cAMP bound PKA heterotetramer. |
| *cAMP2.R2C2:* | Two molecules of cAMP bound PKA heterotetramer. |
| *cAMP3.R2C2:* | Three molecules of cAMP bound PKA heterotetramer. |
| *cAMP4.R2C2:* | Four molecules of cAMP bound PKA heterotetramer. |
| *cAMP-PDE:* | cAMP phosphodiesterase. |
| *cAMP-PDE_PDE-c:* | cAMP bound cAMP phosphodiesterase complex. |
| *cAMP-PDE*:* | Phosphorylated cAMP phosphodiesterase. |
| *cAMP-PDE*_PDE*_c:* | cAMP bound phosphorylated cAMP phosphodiesterase complex. |
| *PKA-active_p_PDE_c:* | Activated PKA and cAMP phosphodiesterase complex*.* |
| *PKA-active_complex:* | Cytoplasmic activated PKA. |
| *cAMP4.R2C:* | Four molecules of cAMP bound PKA with one catalytic subunit released. |
| *cAMP4.R2:* | Four molecules of cAMP bound PKA with both catalytic subunits released. |
| *Gbg:* | G-protein beta and gamma subunits. |
| *L.R.GDP.Gasbg:* | Ligand bound receptor-G-protein complex. |
| *GDP.Gas:* | GDP bound Gsalpha. |
| *GDP.Gasbg:* | GDP bound Gs trimeric complex. |
| *R.GDP.Gasbg:* | Receptor-G-protein complex. |
| *Inhibited-PKA_c:* | Inhibitor bound cytoplasmic PKA. |
| *PKA-inhibitor_c:* | Cytoplasmic PKA inhibitor. |
| *R2:* | PKA regulatory unit dimer. |
| *R2C:* | PKA heterotetramer reforming intermediate. |
| *Inhibited-PKA_n:* | Inhibitor bound nuclear PKA. |
| *L.R:* | LH Ligand bound receptor. |
| *R:* | Receptor. |
| *PKA-active_n:* | Nuclear active PKA. |
| *PKA-inhibitor_n:* | Nuclear PKA inhibitor. |
| *SF1:* | Inactive form transcription factor SF1. |
| *SF1.PKA-active_n:* | SF1 and nuclear active PKA complex. |

| *SF1*:* | Phosphorylated active form SF1. |
| --- | --- |
| *SF1*0:* | Basal phosphorylated active form SF1. |
| *StARm:* | *StAR mRNA.* |
| *StARp* | *StAR* protein |
| *CholO* | Cholesterol outer mitochondrial membrane |
| *Choli* | Cholesterol inner mitochondrial membrane |
| *Lm* | Luteinizing hormone (LH) mRNA |
| *L* | Luteinizing hormone (LH) protein |
| *GnRH* | Gonadotropin releasing hormone |
| *T* | Testosterone |
| *PERG* | Pregnenolone |
| *HPREG* | 17-Hydroxypregnenolone |
| *PROG* | Progesterone |
| *HPROG* | 17-Hydroxyprogesterone |
| *AD* | Androstenedione |
| *E1* | Estrone |
| *E2* | Estradiol |
| *DHEA* | Dehydroepiandrosterone |
| *Tex* | Plasma T |
| *ADex* | Plasma AD |
| *E1ex* | Plasma E1 |
| *E2ex* | Plasma E2 |
| *FAD* | Fadrazole in plasma |
| *FADex* | Fadrazole in media |

# Supplementary material for: Fathead minnow steroidogenesis: in silico analyses reveals tradeoffs between nominal target efficacy and robustness to cross-talk
**Source:** BMC Syst Biol. 2010 Jun 28;4:89. doi: 10.1186/1752-0509-4-89
**Supplement:** Additional file 3 — Rate equations for ovarian steroidogenesis. A complete listing of all 55 rate equations used in development of the steroidogenesis model.

**Additional file 3 - Rate equations for ovarian steroidogenesis**

1. Equations 1 – 31 are from [34]. SF1 is considered activated instead of CREB.
2. Equations 40 -55 are from [24].

# Supplementary material for: Fathead minnow steroidogenesis: in silico analyses reveals tradeoffs between nominal target efficacy and robustness to cross-talk
**Source:** BMC Syst Biol. 2010 Jun 28;4:89. doi: 10.1186/1752-0509-4-89
**Supplement:** Additional file 4 — Steroidogenesis Model Parameters. A complete listing of parameters, parameter descriptions, parameter units and values used in development of the Steroidogenesis model.

**Additional file 4 - Steroidogenesis Model Parameters**

Parameters k1 through KinLH below are from [34].

# Supplementary material for: Fathead minnow steroidogenesis: in silico analyses reveals tradeoffs between nominal target efficacy and robustness to cross-talk
**Source:** BMC Syst Biol. 2010 Jun 28;4:89. doi: 10.1186/1752-0509-4-89
**Supplement:** Additional file 5 — Flux balance analysis of ovarian steroidogenesis model. This file describes how Flux Balance Analysis was conducted.

# Additional file 5 - Flux balance analysis of ovarian steroidogenesis model.

Flux balance analysis (FBA) quantifies the metabolic network based on steady state approximations with knowledge of the reaction stoichiometry. Mathematically, this can be expressed as

where
 denotes the stoichiometric matrix of the metabolic reactions,
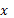
 is the unknown vector of fluxes and
 is known vector of accumulation rates for metabolites. For intracellular metabolites, the values of the
 vector is set to zero and specific values are assigned for extracellular metabolites.

Fig. S1 shows the schematic of the steroidogenesis in vitro model consisting of two components: ovary and medium. Cholesterol is precursor for all steroid hormones and supplied from medium. There are two steroids (testosterone, T and estradiol, E2) that are excreted into the media. Firstly, we examined network analysis with different possible objective functions with normalized cholesterol uptake rate equal to 100. Results show that the flux distribution of the metabolic network in theca cell (except for reaction AD to T) was independent of choice of the objective function and the normalized flux distribution of theca cells is shown. This suggests that the relative activity of these enzymes does not alter during the steroidogenesis process. We observed no change of flux distribution of the metabolic reactions associated with (
 parameters from FBA analysis. Therefore, we assume that metabolite ratios in the ODE model should be consistent with those calculated using FBA. Further, during data analysis we observed that concentrations of the sex steroids are within 1 – 2 nM. Thus, we fix the range of the parameter values to match our experimental steroid concentrations.

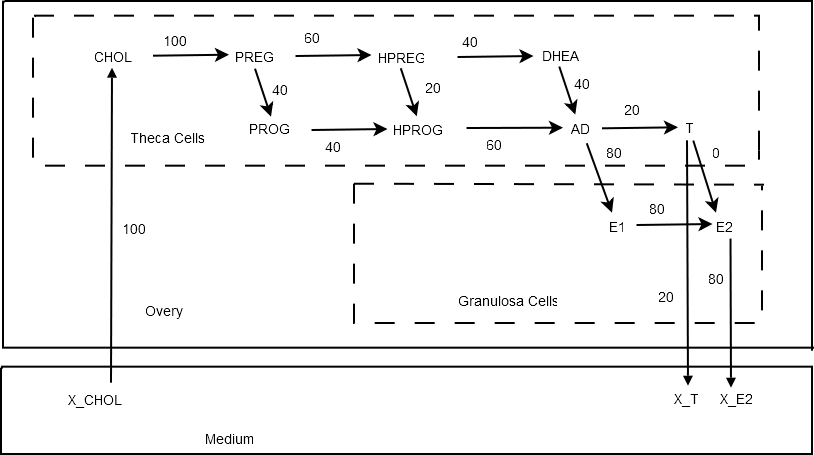

Fig. S1- Flux distribution of the steroidogenesis process for the conceptual model. Decision variables: X_CHOL - 100, and X_T – 20 and T to E2 reaction is set to zero. Objective function was maximization of E2.

# Supplementary material for: Fathead minnow steroidogenesis: in silico analyses reveals tradeoffs between nominal target efficacy and robustness to cross-talk
**Source:** BMC Syst Biol. 2010 Jun 28;4:89. doi: 10.1186/1752-0509-4-89
**Supplement:** Additional file 6 — Initial model conditions. This file describes the initial condition values for each variable within the model.

## Additional file 6 - Initial model conditions

How the deposited data were processed for this re-analysis (not part of the article)

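Gene expression was measured on 16 Agilent arrays of 2 colours, 4 for each of control in vitro, FAD in vitro, control in vivo and FAD in vivo. Conditions and replicate numbers were taken from the sample labels and checked against the paper. Where the labels and the paper give different times or doses, the paper's were used. Ovary RNA carried Cy5 and the common reference Cy3 on every array.

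The authors scanned the arrays and deposited, for each spot and channel, the pixel intensity as Agilent's Feature Extraction software summarised it, with local background and outlier flags. The same files hold the software's own processed log10 ratio of ovary over reference, which the authors deposited with the intensities. The deposited series table holds that log10 ratio rounded, with no scaling between arrays. For each array its correlation with the scanner log ratio was 0.999999 and the largest difference was at most 0.005. The array files name version 9.1.3.1 of Feature Extraction, while the paper and the labels name 9.5. The authors' lowess and scaled values are not among the tables used here, so these steps were repeated from the intensities, together with a background correction that the methods do not describe.

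Of 44407 features, 1417 were controls and were left out after the background correction. The median pixel intensities were corrected by limma's normexp model with an offset of 50 against the local background, the log2 ratios were normalized by loess within arrays and by scale between arrays, and the 2 spots of each of 21495 probes were averaged. Spots with any outlier flag of Feature Extraction, for the spot or its local background and in either channel, were left out. They made up 3.15% to 10.37% of an array, and at most 1025 probes of an array had no spot left. Saturated spots were kept, at most 13 in the ovary channel of an array.

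The background model was changed after a first run and after its results had been seen. That run fitted normexp over every spot and left out only spots flagged themselves. On 6 of the 16 arrays the fitted background mean was as low as -408.2 in the ovary channel and -467.9 in the reference channel. The ovary means of FAD in vitro 2 and FAD in vitro 3 were shifted less, to -38 and -51.5, and these arrays are not among the 6. The median absolute log2 ratio ranged from 0.126 to 0.476 between arrays. Over the 16 arrays, 43 spots were more than 50 intensity units below their local background, at most 13 on an array, and all 43 had an outlier flag. With flagged spots left out of the fit, the fitted means ranged from -7.7 to -1.2 in the ovary channel and from -5.2 to 20.8 in the reference channel, and the median absolute log2 ratio from 0.317 to 0.477. The change rested on these array measures, and the first run is kept as an alternative.

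In the ovary channel 65.6% to 75.8% of the spots of an array were well above background, and 68.2% to 78% in the reference channel. The median ovary intensity of an array was 235 to 465.75, against a median local background of 57 to 62. The number of arrays limits the precision. The 24 pairs of arrays of one group had median absolute differences of 0.114 to 0.211 on the log2 scale, and the spots of a probe differed by 0.109, a comparison that does not tell repeated hybridisations from separate samples. The arrays were counted as separate samples because the paper states that the replicates were different individuals. It also states that the slices of 6 fish were spread at random over the wells, and the labels do not name the fish of a slice. Fish shared between in vitro arrays were therefore not entered in the fit, and its in vitro results hold only if the arrays are separate samples.

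One limma fit (lmFit and eBayes, version 3.58.1 in R 4.3.3) covered all 16 arrays with a mean per group. FAD was compared with control within each system, and the interaction of system and treatment was the difference between these comparisons. Counts were made at an unadjusted p of 0.05 and a 1.5-fold change, as in the paper, and at Benjamini-Hochberg adjusted p of 0.05 and 0.16. Named probes were also compared by an exact permutation test over the 70 regroupings of 4 against 4 arrays, two-sided, whose smallest p is 0.0286. The overlap of the filtered lists was set against independence by Fisher's exact test. The fit was tested on simulated data with 200 probes changed by 1.5 on the log2 scale in each system. It recovered 95.5% of them in vitro among 21484 probes and 95% in vivo among 21448 probes. Of the unchanged probes, 4.89% in vitro and 5.38% in vivo were at p 0.05 or below. The changed probes were drawn from bright ones, with a spot well above background in the ovary channel on every array. Each probe had 1 spread, pooled over the 4 groups of both systems, and the simulated arrays were drawn independently. The other tools were Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

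Probes were named by a rule set before the data were examined. It took every probe whose name in the files matched a list of genes made from the paper's regulated genes and its steroidogenesis network, and in each system the annotated probes with the largest rises and falls among those past p 0.05 and 1.5-fold, fully separated between the groups and well above background on all 8 arrays. The list also held the FSH receptor and the estrogen receptors, which the paper does not report as regulated, and follistatin and the abbreviation ACTRIIB were added after the probe names were read and before any value was computed. The names gave 8 probes. No probe of the second kind had a readable name, so 3 are given by identifier, the largest rise in vitro and the largest rise and fall in vivo. In vitro, 0 falling probes passed. A pattern for the GnRH receptor matched a probe named GnRH-III, which is the name of a hormone.

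Each slide held the same-numbered control and FAD array of one system, so the replicate number and the slide are the same block. The in vitro and in vivo arrays were scanned on different days, so the system and the scan day cannot be told apart. The alternatives set before the data were examined were no background correction, Feature Extraction's log ratio, median centring, no scaling, Aquantile, a filter on dim probes, Tukey-HSD, fits of 8 arrays, the replicate block, the series table, outlier spots kept, 1 probe per contig, a 2-fold threshold and leaving out each array in turn. The background fit over every spot joined them when the first run was replaced. Added after the data were seen were array weights, each spot counted as a replicate in limma and in Tukey-HSD, and Feature Extraction's log ratio together with Tukey-HSD. The closing section gives their effect.

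Biological processes were not analysed here. The files describe every probe as unknown and hold no Gene Ontology terms, and of 13 keyword sets written in their place, 2 matched any probe name, with 1 probe each. LH receptor, CYP17, aromatase and StAR were matched by 0 probe names and were not analysed here.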

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

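The test of the number of groups against chance was chosen after that number was seen, as was the comparison of each spot with the same spot on the other arrays, and the comparison of the 2 spots of an array was not. In groups of 4 arrays, the array farthest from the others was set against the range of its group by Dixon's test, over 64 groups of named probes and array measures. Chance places 1 array apart in about 1 of 20 groups, or 3.2 of 64, and 4 were found (one-sided binomial p = 0.399). The number itself is therefore consistent with chance.

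The inhibin beta b probe had a log2 ratio of -0.47 on control in vitro 4, while the other control arrays lay between -0.18 and -0.13. The 2 spots of the probe on that array were at -0.474 and -0.472, a difference of 0.00 against a gap of 0.29, so both spots lie apart and 1 deviating spot is argued against. The probe was not well above background in the ovary channel on any array, which leaves the noise of a dim probe open. No biological explanation was tested, since the array shares its condition with the other 3.

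The probe EA_Pp_60058 was at 1.94 on FAD in vitro 3 and between 1.30 and 1.38 on the other FAD slices. Its 2 spots there differed by 0.20, less than the gap of 0.56, and read 1.845 and 2.043, which argues against 1 deviating spot. The probe was well above background on all arrays. A difference between the slices of individual fish stays open and was not tested, because the labels do not say which fish each slice came from. The log2 change of this probe was larger than 0 with any array left out, from 0.48 to 1.05, and lowest without control in vitro 4.

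The GnRH-III probe was lowest on control in vivo 2, at -0.02 against 0.08 to 0.10 on the other controls, and on FAD in vivo 2, at -0.02 against 0.11 to 0.13. On control in vivo 2 the spots differed by 0.13, more than the gap of 0.10, which alone leaves 1 deviating spot open. Spot 1 (-0.085) lay just below the range of spot 1 on the other controls (-0.08 to 0.072). Spot 2 (0.042) lay below that of spot 2 (0.101 to 0.276). On FAD in vivo 2 the spots differed by 0.05 against a gap of 0.13. Spot 1 there (-0.044) lay within the range of spot 1 on the other FAD arrays (-0.068 to 0.064). Spot 2 (0.003) lay below that of spot 2 (0.158 to 0.314). On both arrays 1 deviating spot can therefore not be told apart from a lower value of both spots. Both arrays were on the same slide, and a slide difference stays open, as does the noise of a probe that was not well above background in the ovary channel on any array. No biological explanation was tested.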

How the results depend on the processing

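The background fit behind the values used here was chosen after the results of a first run were seen, and so were the alternatives of array weights, each spot counted as a replicate and Feature Extraction's log ratio with Tukey-HSD. The first run's fit over every spot is kept as an alternative, and the others were set before the data were examined. Over 600 recomputed changes of named probes, 585 kept their direction. The inhibin consensus probe rose by 0.25 to 0.63 in vitro and 0.10 to 0.43 in vivo, the ACTRIIB probe changed by -0.22 to -0.08 and -0.20 to -0.06, and EA_Pp_58838 rose by 2.07 to 2.63 in vivo over 16 alternatives each. The cause of a move is given only where an alternative's construction shows it, and otherwise the cause was not tested.

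The counts at p 0.05 and 1.5-fold were 20 higher and 11 lower in vitro, 95 higher and 115 lower in vivo, with 1 shared. Feature Extraction's log ratio gave 97 and 161, 200 and 177, with 12 shared, and 1 probe at adjusted p 0.16 in vivo. It shared 18 of 258 filtered probes with the 31 in vitro and 161 of 377 with the 210 in vivo. The series table gave 58 and 72, 314 and 254, with 9 shared and 1 probe at adjusted p 0.16 in vivo. Median centring gave 39 lower in vitro, 147 higher in vivo and 0 shared. No scaling gave 10 and 5 in vitro, 155 higher in vivo and 2 shared, and Aquantile, which leaves the log ratios as they are, gave the same 10, 5, 155 and 2. Tukey-HSD gave 0 and 2, 25 and 18, with 0 shared, and the 2-fold threshold left 3 and 1, 18 and 26, both by being stricter. Fits of the 8 arrays of a system gave 0 shared. No background correction, the filter on dim probes, outlier spots kept and 1 probe per contig moved none of these counts by more than 1.5 times.

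The share of filtered probes that were higher with FAD was 64.5% in vitro and 45.2% in vivo. It was 37.6% in vitro with Feature Extraction's log ratio (53.1% in vivo), 44.6% and 55.3% with the series table, 42.6% and 60.7% with median centring, and 85.7% and 56.3% with the background fitted over every spot. Tukey-HSD gave 0% of 2 probes in vitro and 58.1% in vivo.

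The background fit behind the values used here was itself chosen after results were seen. The fit over every spot, which was the first run, gave 12 and 2 in vitro, 142 and 110 in vivo and 0 shared. It shared 8 of its 14 filtered probes with the 31 in vitro and 80 of its 252 with the 210 in vivo. Of the alternatives chosen after results were seen, array weights gave 163 and 193 in vivo and 2 shared. Tukey-HSD with each spot as a replicate gave 36 and 23 in vitro, 3 shared, and 11 and 44 probes at adjusted p 0.05 and 0.16 in vivo. Limma with each spot as a replicate gave 86 and 73, 177 and 232, with 17 shared, 8 probes at adjusted p 0.16 in vitro, 111 and 409 at 0.05 and 0.16 in vivo, and 12 and 45 for the interaction. These larger counts come with spots of one array being entered as independent. Feature Extraction's log ratio with Tukey-HSD gave 29 lower in vitro, 48 and 30 in vivo and 0 shared.

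The replicate number, which is also the slide, gave 30 higher and 24 lower in vitro with the replicate block, 98 and 123 in vivo, and 2 shared. Same-numbered arrays did not deviate together. Their deviations from the group means correlated across probes between -0.37 and 0.39 in vitro and between -0.11 and 0.14 in vivo, above 0.1 in 2 of 4 pairs and 1 of 4. Between arrays of different numbers the correlation ranged from -0.55 to 0.73 in vitro and from -0.24 to 0.35 in vivo, and the value of 0.73 was found for both control in vitro 1 with FAD in vitro 2 and control in vitro 2 with FAD in vitro 4. Which in vitro arrays share a fish is not in the labels, so no fit with shared fish was run. The arrays therefore share a slide and a number but are not treated as pairs, and the block changed the call of no named probe.

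With each array left out in turn, the counts ranged from 4 to 131 higher and 9 to 99 lower in vitro, from 73 to 192 higher and 85 to 211 lower in vivo, and from 0 to 8 shared. The total in vitro was 14 without control in vitro 4, 82 without FAD in vitro 2, 127 without control in vitro 2, 171 without FAD in vitro 4 and 230 without control in vitro 1, against 31 with all arrays. In vivo it was 403 without control in vivo 2, against 210. At adjusted p 0.05 and 0.16 the counts were 0 to 1 and 0 to 1 in vitro, 0 to 7 and 0 to 21 in vivo, and 0 to 1 and 0 to 1 for the interaction, with the highest in vivo without control in vivo 2 and for the interaction without control in vivo 2 or FAD in vivo 4.

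Reversed directions occurred on probes whose change was near 0. The inhibin beta b probe, not well above background, changed by -0.02 in vivo, and by 0.17 with Feature Extraction's log ratio (with or without Tukey-HSD), 0.25 with the series table and 0.00 with median centring. With arrays left out it ranged from -0.02 to 0.15 in vitro and from -0.06 to 0.04 in vivo. The GnRH-III probe, not well above background either, changed by 0.02 in vivo, by -0.04 with median centring, 0.00 with array weights and 0.00 to 0.06 with arrays left out. In vivo the estrogen receptor beta probe ranged from -0.04 to 0.11 and ACTRIIB from -0.25 to 0.00 with arrays left out. EA_Pp_60058 lost p 0.05 with Tukey-HSD (0.86) and with Feature Extraction's log ratio and Tukey-HSD (1.07), and ranged from 0.48 to 1.05 with arrays left out. EA_Pp_55110 lost it with the same pair (-1.38 and -1.35) and without FAD in vivo 1 (-1.0) or FAD in vivo 4 (-1.12), and ranged from -1.75 to -1.0.

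Camera and fry for the keyword sets, and the stricter threshold for them, were not run, because 2 of 13 sets matched any probe name and each matched 1. The methods' test was not run for the interaction, and fits of the 8 arrays of a system hold no interaction. Signal over background limits what the arrays show. Without dim probes, 14744 of 21495 were left, and the inhibin beta b, FSH receptor and GnRH-III probes were not well above background in the ovary channel on any array, so a change in them was not detectable here.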

Differences from the paper's values

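The values set against the paper's here rest on the background fit that replaced a first run after its results were seen. The first run gave 12 probes up and 2 down in vitro, 142 up and 110 down in vivo and 0 shared, none within 1.5 times of the paper's counts. The other tests were set before their results were seen, apart from the alternatives named as such. The paper's filtered list had 104 genes up regulated in vitro, and 20 probes were found here. The paper counts genes and the counts here are of probes, so the units may differ in each comparison below. Of the alternatives set before the data were examined, Feature Extraction's log ratio (97) and leaving out control in vitro 1 (131), control in vitro 2 (79) or FAD in vitro 4 (93) lie within 1.5 times the paper's count, and the others do not. With each spot counted as a replicate in limma, chosen after seeing the values, the count was 86, also within 1.5 times. The paper's 169 down regulated in vitro compare with 11 here. Feature Extraction's log ratio (161) is within 1.5 times of it, and the other alternatives set before the data were examined are not.

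In vivo, the paper's 298 up regulated genes compare with 95 probes here. Feature Extraction's log ratio (200) and the deposited series table (314) are within 1.5 times of the paper's count, and the other alternatives set before the data were examined are not. The paper's 267 down regulated in vivo compare with 115 here. The series table (254) and the fit without control in vivo 2 (211) are within 1.5 times, and the other alternatives set before the data were examined are not. Of the settings chosen after seeing the values, each spot counted as a replicate in limma (232) and array weights (193) are within 1.5 times.

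The paper's list of genes common to both exposures has 34 genes, and 1 probe was shared here. None of the alternatives run comes within 1.5 times of the paper's count. The highest were 12 with Feature Extraction's log ratio, 9 with the series table and, chosen after seeing the values, 17 with each spot counted as a replicate in limma.

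The paper states that inhibin was down regulated in vivo. The inhibin consensus probe had a log2 change of 0.20 in vivo (standard error 0.31, exact permutation p = 0.457), and its sign was positive under all 16 alternatives and with each array left out. The inhibin beta b probe was not well above background. Of 21495 probes, 34 have a readable name, so other inhibin probes were not analysed here, and the paper does not say which probe its statement rests on. The paper states that an activin receptor was up regulated in vivo. The ACTRIIB probe had a log2 change of -0.08 (standard error 0.15, exact permutation p = 0.743). It was negative under all 16 alternatives, from -0.20 to -0.06, and at most 0.00 with each array left out. The alternatives reuse the same arrays, and some keep the group means unchanged. The matching signs of the inhibin consensus and ACTRIIB probes are therefore not independent evidence. The array files name no other activin receptor, so another probe of that family was not analysed here.

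The paper states that the responses in vivo and in vitro differed significantly. In limma, 0 probes were at an adjusted p of 0.16 for the interaction of system and treatment, with 432 at an unadjusted p of 0.05, and 45 at 0.16 with each spot counted as a replicate, chosen after seeing the values. The paper's FDR threshold of 16% was reached by 0 probes in either system with the values used here, against 384 in vitro and 683 in vivo at an unadjusted p of 0.05. It was reached in vivo by 1 probe with Feature Extraction's log ratio, by 1 with the series table, by 21 without control in vivo 2 and by 1 without FAD in vivo 4, and in vitro by 1 without control in vitro 1. For the interaction it was reached by 1 probe without control in vivo 2 and by 1 without FAD in vivo 4. Of the settings chosen after seeing the values, limma with each spot counted as a replicate reached it for 8 probes in vitro and 409 in vivo, and Tukey-HSD with each spot counted as a replicate for 44 in vivo.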

Other observations

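The tests of the first principal component, of the near-background share of Feature Extraction's calls and of the width of the log ratios were chosen after results were seen, and the splits, the reference channel, the near-background share of the main counts and the spread were not. All of them use the background fit that was chosen after a first run, apart from the values of Feature Extraction's log ratio and of the first run.

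Other splits of the same arrays gave as many filtered probes as the real one. In vitro, 34 of the 35 splits of the 8 arrays into 4 and 4 had at least the 31 probes of FAD against control, with a median of 272 and a highest count of 1080. In vivo, 13 of 35 had at least 210, with a median of 195 and a highest count of 491. In 100 drawn regroupings, 97 had as many probes shared between the systems. A grouping by chance can therefore not be excluded for these counts. For the counts of 0 at an adjusted p of 0.16 the splits decide nothing, since any split reaches 0 (35 of 35 in vitro, 35 of 35 in vivo and 100 of 100 drawn for the interaction). Each slide holds 1 control and 1 FAD array. Slides 1 and 2 against 3 and 4 gave 638 filtered probes in vitro, and the other groupings of whole slides gave 398 and 113, all more than 31. The same groupings gave 243, 195 and 92 in vivo, of which slides 1 and 2 against 3 and 4 exceeded 210. Over all splits, the highest counts did not follow the slides. The highest in vitro count, 1080, came from controls 1 and 4 with FAD 1 and 2 against the rest, and this split had 1809 probes at an adjusted p of 0.16 in limma, against 204 for slides 1 and 2 against 3 and 4. In vivo the highest number at an adjusted p of 0.16 was 26. With the slide as a block, FAD against control had 54 filtered probes in vitro and 221 in vivo. The self-test recovered 191 and 190 of 200 simulated changes of 1.5 on the log2 scale at this number of arrays. It did not cover smaller changes, dim probes or arrays that vary together.

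The filtered probes were not those near background, and their changes lay in the ovary channel. The median share of the change that lay in the reference channel was -0.052 in vitro and -0.084 in vivo, which argues against a difference in the common reference. Of the filtered probes, 74.2% in vitro and 81.4% in vivo were well above background on all 8 arrays, against 59.2% and 62.4% of all probes. The number of filtered probes was larger in vivo, and the median SD in vitro was 1.236 times that in vivo. Whether the larger spread lowered the in vitro count stays open, because the splits of the in vitro arrays gave more filtered probes than those of the in vivo arrays, with medians of 272 and 195. A larger effect in vivo also stays open, as do exposure time, dose and scan day, which changed with the system and cannot be told apart from it.

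With Feature Extraction's log ratio, most filtered probes in vitro were near background. There, 79.8% of them were not well above background on at least 1 of the 8 arrays, against 40.8% of all probes. Leaving out dim probes left 119 of 258 filtered probes (46.1%) while 68.6% of the probes were kept. The larger in vitro count with that ratio may thus come in part from dim probes. In vivo the share was 49.3% against 37.6%, but 273 of 377 filtered probes (72.4%) were left without dim probes, so dim probes are argued against as the main source of the in vivo count.

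The largest axis of variation did not follow FAD. The first principal component held 33.2% of the variance between the 8 arrays in vitro and 28.8% in vivo, and the control and FAD arrays did not differ on it (exact permutation p = 0.8 and p = 1). FAD against control held 7.2% of the variance in vitro and 14.2% in vivo, where chance gives 14.3% for independent arrays. The component's projection in the reference channel varied 0.06 times as much as in the ovary channel in vitro and 0.12 times in vivo, which argues against the reference as its source. Arrays of the same slide were no closer on it than others, since 12 of 24 matchings of control to FAD arrays in vitro and 16 of 24 in vivo were as close. The loadings of the components of the 2 systems correlated across 19673 probes at 0.097, with probes not being independent. Differences between the ovaries of individual fish stay open, since the labels do not describe them. The deviations of control in vitro 1 and FAD in vitro 2 correlated at 0.73, as did those of control in vitro 2 and FAD in vitro 4. Each of these pairs stays together in the split with the highest in vitro count, 1080. This bears on shared fish without settling it, because the labels do not name the fish. No fit with these arrays as pairs was run.

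When the background was fitted over every spot, the width of the log ratios differed 3.78 times between the widest and the narrowest array. With the spots marked as outliers left out of the fit it differed 1.5 times, which is consistent with a few spots in bright local background as the cause.

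Of the other named probes, for genes that the paper does not report as regulated, the estrogen receptor alpha probe changed by 0.15 in vitro (exact permutation p = 0.171) and -0.26 in vivo (p = 0.114), and the difference between the systems was -0.42. In limma the unadjusted p was 0.0385 in vivo and 0.0226 for the difference between the systems, and the adjusted p was 1 for both. It was well above background on 5 of the 8 arrays in vitro and 6 of 8 in vivo. The follistatin probe changed by 0.11 in vitro (exact permutation p = 0.229) and 0.21 in vivo (p = 0.0857, with an unadjusted p of 0.0334 and an adjusted p of 1 in limma), and the estrogen receptor beta probe, well above background on 1 of the 8 arrays in vitro and 7 of 8 in vivo, by 0.13 and 0.03 (p = 0.486 and p = 0.8). Adjusted over the list alone, 0 of these were at 0.05 or below.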
